A study of Homo sapiens with 13 samples. Its data were reported in "Peonidin-3-O-glucoside and Resveratrol Increase the Viability of Cultured Human hFOB Osteoblasts and Alter the Expression of Genes Associated with Apoptosis, Osteoblast Differentiation and Osteoclastogenesis" (2023).

How the data were processed

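Messenger RNA was sequenced from hFOB cells, an immortalized human fetal osteoblast line. Osteoblasts are the cells that form bone. Per the labels, polyA-selected RNA was made into libraries with a NuGen Universal Plus kit and sequenced as read pairs on an Illumina NovaSeq. The labels placed 13 samples in 5 groups. Positive controls were grown with fetal bovine serum and negative controls without it. The other groups were grown without serum and given a compound: RES (resveratrol), POG (peonidin-3-O-glucoside, an anthocyanin) or DEG, whose abbreviation the labels did not spell out.

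The authors deposited 1 table of raw read counts per gene, not normalized, with a column per library. Per their methods, read quality was examined with FastQC, reads were aligned to the human genome build hg38 with STAR (BWA MEM was named as well), and reads on Ensembl genes were counted with featureCounts. The program versions, annotation release, strand setting and treatment of multi-mapped reads were not stated. Genes that overlap on opposite strands, and pseudogenes that resemble their parent gene, therefore carry uncertain counts. The table had 43836 genes and 12 library columns. Of the 13 labelled samples, DEG replicate 3 had no column and was not analysed here, so DEG had 2 libraries. The design written before the data were examined counted on 13 libraries, and 12 were used. Every column belonged to a labelled sample. Replicate numbers were given in accession order and served only as names.

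Library totals ran from 38464619 to 51416358 counted reads. Of the 43836 genes, 29555 had at least 1 read in all libraries together. Symbols came from a table of Ensembl identifiers, which matched 43177 genes and left 659 under their identifier. Genes with too few reads were removed with filterByExpr by group, which left 17092 genes that held 99.967% of the reads. Low-count values rested on few reads: intervals and floors in the text cover counting error only, since reads without molecular identifiers are not independent molecules.

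Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the exact test the authors named. Libraries were scaled by TMM, dispersions were estimated over all 12 libraries, and p-values were adjusted by the method of Benjamini and Hochberg. A gene was called at a false discovery rate (FDR) under 0.05. The common biological coefficient of variation was 3.21%. Standard errors of log2 fold changes came from edgeR's quasi-likelihood fit. CPM values (read counts scaled to a common library total) were computed from the deposited counts with TMM-scaled totals, except where a level over all libraries was given for the study's top lists, which used plain totals. The test was checked on simulated counts drawn for 17092 genes with 200 changed. For positive against negative control the exact test recovered 72.5% of the changed genes and called 10 unchanged ones. For RES against negative control it recovered 74.5% and called 10 unchanged ones.

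7 comparisons were made: each of the 4 other groups against the negative control, and the 3 compounds against each other. Gene sets were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over 11 sets and 4 comparisons. The sets, 29 genes the study discusses and its 4 lists of top genes were fixed before the data were examined. Of the 29 genes, 28 matched an identifier and 27 passed the filter. SP7 fell below it, and HIF1A-AS2 matched no identifier under that name and was not analysed here. Comparisons against the negative control share its libraries, so correlations between them were set against 30 simulated data sets in which no group differed. The correlations are across genes, which are not independent replicates. GC content and length came from the longest transcript of each gene in GENCODE v44, a hg38 annotation that also gave coordinates; 99.2% of tested genes had a value.

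The genes named in the text followed a rule. Against the negative control they were the 3 largest rises and the 3 largest falls in log2 fold change among called genes with a mean of at least 1 CPM in either group and no overlap between the groups' libraries. Between compounds they were the 2 largest each way. The genes the study discusses were added, and from each top list at most 3 genes called in the study's direction. Some genes the rule or the lists chose are not reported here by name, were not replaced, and stay in the counts. Genes named outside the rule are marked in the text as chosen after their values were seen.

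Alternatives tried were edgeR's quasi-likelihood test, DESeq2 1.42.0 with its own size factors, DESeq2 size factors or plain library totals in the exact test, no filter on low counts, a mean of at least 1 CPM, dispersions from the groups compared or without DEG, a limit of 1 on the absolute log2 fold change, an FDR of 0.01, other settings for the correlations, sets and principal components, and leaving out each library in turn. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.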

Results

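Gene expression was measured by mRNA sequencing in 12 libraries of serum-starved or serum-fed hFOB osteoblasts. There were 2 positive control libraries (with serum), 2 negative control libraries (without serum), 3 RES, 3 POG and 2 DEG libraries. Positive controls held 51416358 and 43580200 counted reads and negative controls 38959432 and 40043770. RES libraries held 43968661 to 44181343, POG libraries 43628194 to 46033584 and DEG libraries 38464619 and 39036437. Mitochondrial genes took 3.78% ± 0.193 of the reads in positive controls (SD, n = 2), 3.34% ± 0.106 in negative controls (SD, n = 2) and 3.07% ± 0.0538 in DEG (SD, n = 2). The 10 most abundant genes took 3.86% to 4.82% of the reads of a library. The labels gave no sequencing batch or date.

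Libraries of one group were close to each other. The squared difference between a pair of libraries of one group, per gene and relative to sampling noise, lay between 2.07 and 2.66 in the 8 pairs outside the positive controls. For the pair of positive controls it was 10.96. No pair agreed within Poisson noise. Libraries were treated as replicates as labelled, and these values do not show whether they came from separate cultures. Among genes with 10 to 30 reads the variance between libraries was 2.05 times the Poisson value in POG and 1.91 times in DEG. Among genes with 1000 to 3000 reads it was 2.12 times in POG and 6.68 times in the positive controls.

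**Figure D1:**
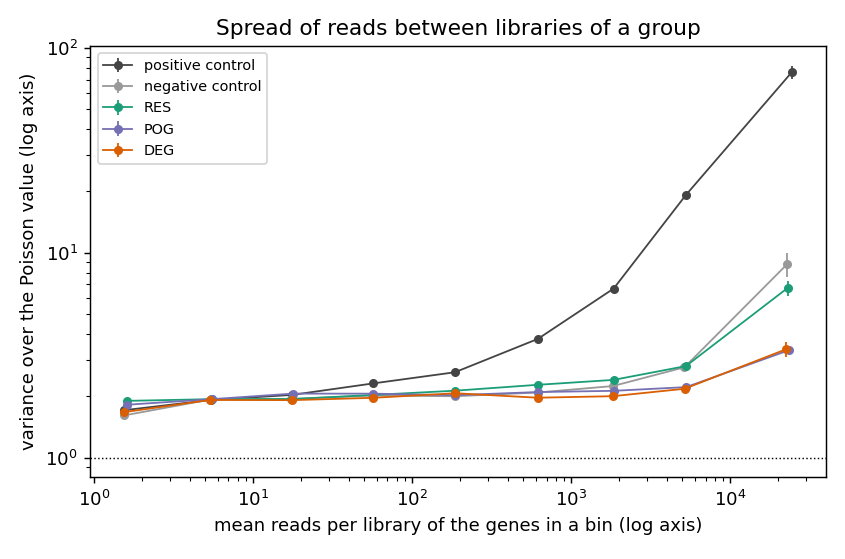
Variance between libraries of one group, divided by the Poisson value, against the mean reads per library of the genes in a bin. Both axes are logarithmic, points are means over genes, bars are standard errors and the dotted line is the Poisson value. The positive controls rise to 76.3 times the Poisson value above 10000 reads, against 3.34 for POG.

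Principal components described the separation of the groups. The first component held 28.4% of the variance and the second 13.4%. With the 500 most variable genes the first held 33.4%, and with no filter on low counts 17.0%. On the first component the positive controls had a mean score of −45.9 ± 2.15 (SD, n = 2) and the negative controls 8.63 ± 0.810 (SD, n = 2). RES lay at 2.14 ± 0.351 (SD, n = 3), POG at 14.6 ± 0.134 (SD, n = 3) and DEG at 12.2 ± 0.388 (SD, n = 2). On the second component RES scored −20.8 ± 0.450 (SD, n = 3), while POG scored 13.6 ± 0.681 (SD, n = 3) and DEG 13.6 ± 0.578 (SD, n = 2). The negative controls lay between them, at −9.64 ± 0.501 (SD, n = 2). The third component held 8.31% of the variance and set the negative controls apart, with replicate 1 at 30.5 and replicate 2 at 13.4. All other libraries lay lower on it, from −11.9 (RES replicate 1) to 4.67 (positive control replicate 2).

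**Figure D2:**
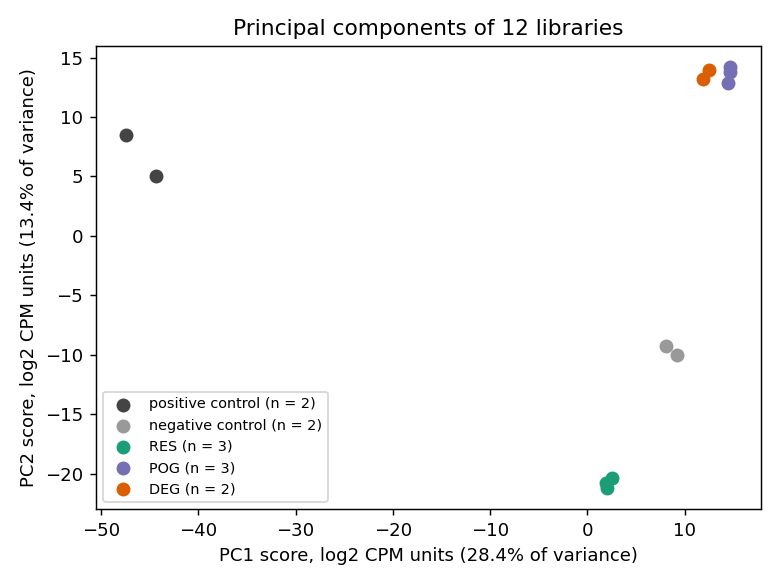
Scores of the 12 libraries on the first and second principal components of log2 CPM, 1 point per library, coloured by group. The positive controls sit apart at the left, RES at the bottom, and POG beside DEG at the top right.

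The first comparison asked what serum changes in these cells. Between positive and negative controls 7245 of 17092 genes were called, 3665 higher and 3580 lower with serum. A limit of 1 on the absolute log2 fold change moved this count most, to 686. Changes were mostly small, with a median absolute log2 fold change of 0.30 among the called genes. The positive controls varied more than the other groups, while the dispersions came from all 12 libraries. With dispersions from the positive and negative controls alone, 5914 genes were called. The share of called genes that rose with serum was 50.6% under TMM and 41.0% when libraries were scaled by their totals only.

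Among the genes with the largest changes with serum, ESM1 (ENSG00000164283.12; hg38 chromosome 5, 54977867 to 55022671) rose from 0.710 ± 0.383 to 36.4 ± 0.903 CPM (SD, n = 2 and 2; log2 fold change 5.67, SE 0.188, edgeR FDR 1.68e-292). KRTAP2-3, which has close paralogs, had 180 reads with serum and 0 without, at least 51.4-fold higher with a floor of 3 reads over the group. It was not called by DESeq2 (adjusted p 0.163). WNT16 had 127 reads against 2, a ratio of 54.4 with a 95% counting interval of 14.8 to 454. VWF fell by 3.04 and PLA2G3 by 2.85 on the log2 scale.

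The next comparisons asked which genes each compound changed in serum-starved cells. RES against the negative control gave 1906 called genes, 844 higher and 1062 lower. POG gave 2478, of which 1014 were higher and 1464 lower. DEG gave 1646, of which 602 were higher and 1044 lower. Most changes were small: 87.1% of the genes called for RES, 84.1% for POG and 84.4% for DEG moved by less than 0.5 on the log2 scale. With a limit of 1 on the absolute log2 fold change, 72 genes passed for RES, 125 for POG and 72 for DEG. Leaving out 1 library of a pair lowers the power by itself, and the counts fell by a similar amount for either library. Without negative control replicate 1 they were 905 for RES, 1375 for POG and 916 for DEG, and without replicate 2 they were 954, 1365 and 936. Without DEG replicate 1 the DEG count was 867, and without DEG replicate 2 it was 916. The balance of directions depended on the scaling. The share of called genes that rose was 44.3% for RES, 40.9% for POG and 36.6% for DEG under TMM, and 64.0%, 56.0% and 49.3% when libraries were scaled by their totals only.

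**Figure D3:**
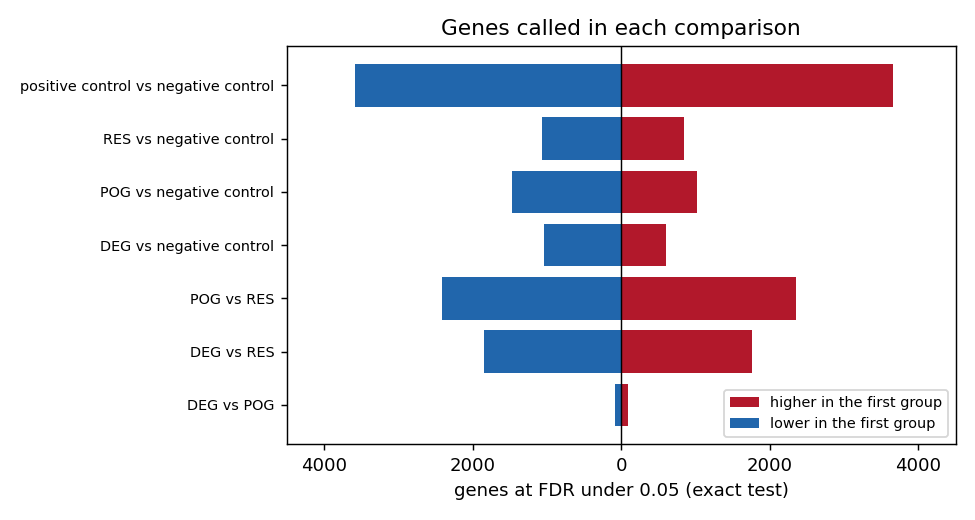
Number of genes called by the edgeR exact test at FDR under 0.05 in each of the 7 comparisons, with genes higher in the first-named group to the right and lower to the left. Serum gave 7245 called genes, POG against RES 4763 and DEG against POG 179.

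Under the rule for named genes, SLCO4C1 (ENSG00000173930.8; hg38 chromosome 5, 102233986 to 102296284) rose most with RES, from 0.887 ± 0.488 to 2.58 ± 0.282 CPM (SD, n = 2 and 3; log2 fold change 1.54, SE 0.286, edgeR FDR 1.41e-06). ESPNL and ZNF578 rose by 1.40 and 1.24 with RES, and the call of ESPNL was lost without negative control replicate 1 (FDR 0.306). C2CD4A fell by 1.56, LINC02957 fell by 1.30 and MMP3 fell by 1.15 with RES. The call of LINC02957 was lost without negative control replicate 2 (FDR 0.154). With POG, CYP2E1 rose by 1.17, COX5BP6 by 1.01 and ENSG00000215097 by 1.01. Without negative control replicate 2 all 3 calls were lost, with FDRs of 0.324, 0.376 and 0.524. COX5BP6 and ENSG00000215097 were also lost under edgeR's quasi-likelihood test (FDR 0.0531 and 0.0647) and DESeq2 (0.0606 and 0.0753), and without POG replicate 1 (0.0695 and 0.115) or 2 (0.0847 and 0.0688). These 2 genes are processed pseudogenes, and the annotation places other genes over CYP2E1. KCND2 fell by 1.88, C2CD4A fell by 1.58 and LGR6 fell by 1.51 with POG.

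With DEG, ENSG00000246203, ZKSCAN8P1 and PABPC1P3 rose by 1.11, 1.101 and 1.08, of which the first and the last are annotated as pseudogenes. C2CD4A fell by 1.91, ENSG00000260604 fell by 1.46 and DAZL fell by 1.41. Each of these 6 calls was lost without 1 library or more. Without DEG replicate 1 the FDR was 0.0935 for ENSG00000246203, 0.349 for ZKSCAN8P1, 0.195 for PABPC1P3, 0.0845 for C2CD4A and 0.0921 for ENSG00000260604. Without DEG replicate 2 it was 0.111 for DAZL and 0.0871 for PABPC1P3. Without negative control replicate 2 it was 0.0589 for ENSG00000246203, 0.153 for ZKSCAN8P1, 0.11 for PABPC1P3 and 0.0666 for DAZL, and without replicate 1 it was 0.227 for ENSG00000260604 and 0.223 for PABPC1P3. PABPC1P3 was also lost under the quasi-likelihood test (0.0635) and with no filter (0.0804).

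The study asked whether the compounds alter genes of apoptosis, osteoblast differentiation and osteoclast formation. Of 27 tested genes it discusses, 20 were called with serum, 8 with RES, 11 with POG and 10 with DEG over all genes tested. Adjusted over the list alone the counts were 21, 10, 13 and 10, which is not independent evidence because the study chose the list on these libraries. The RES count was 5 without negative control replicate 1 and 4 without replicate 2, and the DEG count was 5 without DEG replicate 1.

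Among apoptosis genes, BCL2 was not called with RES (log2 fold change 0.0044, SE 0.125, edgeR FDR 1) or with POG (0.07, SE 0.124, edgeR FDR 0.823). It fell by 0.40 with serum (edgeR FDR 0.0139), a call lost without positive control replicate 1 (0.0561) or 2 (0.0578) or negative control replicate 1 (0.105). BCL2A1 rose by 1.02 with serum (edgeR FDR 2.15e-14), while RES (0.31, edgeR FDR 0.0971) and POG (0.12, edgeR FDR 0.627) did not pass over all genes. Adjusted over the list alone, BCL2A1 passed with RES (edgeR FDR 0.0385) and not with POG (0.492). BCL2L1, which encodes BCL-XL, rose by 0.12 with RES (edgeR FDR 0.0304) and fell by 0.24 with POG (edgeR FDR 4.60e-07), and POG and RES differed directly (−0.36, edgeR FDR 6.29e-21). The RES call was lost without negative control replicate 1 (0.232) or 2 (0.152), without RES replicate 2 (0.158) or 3 (0.0945), and with no filter (0.0628). BCL2L11, which encodes BIM, fell by 0.61 with serum (edgeR FDR 1.36e-20) and fell by 0.19 with POG (edgeR FDR 0.0109), a call lost without negative control replicate 1 (0.39) or POG replicate 3 (0.051). With RES it was not called (edgeR FDR 0.538), nor was the direct difference of POG and RES (edgeR FDR 0.0577). BAX, BAD, BAK1, CASP6 and CASP9 were not called with RES or POG over all genes. CCND1 rose by 1.12 with serum and by 0.14 with RES, and fell by 0.23 with POG. Its RES call was lost without negative control replicate 1 (0.0603). TP63 fell by 1.92 with POG (SE 0.549, edgeR FDR 0.00376), on 18 reads in 3 libraries against 40 in 2, and was not called with RES (edgeR FDR 0.208). Without negative control replicate 1 its FDR for POG was 0.283, and POG and RES did not differ directly (edgeR FDR 0.187).

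Among genes of bone, TNFSF11 (RANKL; ENSG00000120659.14, hg38 chromosome 13, 42562736 to 42608013) fell by 2.87 with POG (SE 0.660, edgeR FDR 1.11e-04). It had 3, 2 and 2 reads in the POG libraries, 24 and 7 in the negative controls, and 15, 14 and 26 in RES. With RES it was not called (log2 fold change 0.05, SE 0.486, edgeR FDR 1), and POG and RES differed directly (−2.93, edgeR FDR 5.59e-06). Without negative control replicate 1 the POG change was −1.72 with an FDR of 0.26. TNFRSF11B, which encodes osteoprotegerin, fell by 0.61 with POG (edgeR FDR 4.15e-28) and fell by 0.18 with RES (edgeR FDR 0.00905). The RES call was lost without negative control replicate 2 (0.207) or RES replicate 3 (0.0622). MMP3 had log2 fold changes of −1.15 with RES, −1.29 with POG and −1.38 with DEG, and stood at 12.2 ± 0.506 CPM in the negative controls and 4.99 ± 0.640 CPM in POG (SD, n = 2 and 3). The changes were −0.77, −0.72 and −0.97 for MMP1 and −0.33, −0.31 and −0.33 for ADAM12, all called. MMP3 and MMP1 overlap WTAPP1 on the other strand.

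RUNX2 was not called by the edgeR exact test in any comparison with the negative control. DLX5 with POG (log2 fold change 0.74, SE 0.301) missed the threshold over all genes (edgeR FDR 0.0787) and passed adjusted over the list alone (0.0304). It had 195 reads in 3 POG libraries and 68 in 2 negative controls. Its FDR over all genes was 0.0234 without POG replicate 3 and 0.0367 with dispersions from those groups alone. It stayed above the threshold in the other 8 alternatives, up to 0.505 without negative control replicate 1. SP7 was below the filter, with 20 reads in 3 POG libraries and 5 in 2 negative controls, or 0.149 CPM by plain totals (95% counting interval 0.0910 to 0.230) against 0.0633 (0.0206 to 0.148). The intervals overlap, which is not a test of the difference, so whether SP7 differed stays open at this depth.

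IL6 fell from 985 ± 16.7 to 595 ± 11.5 CPM with POG (SD, n = 2 and 3; log2 fold change −0.73, SE 0.0272, edgeR FDR 7.96e-101). It did not pass with RES (0.05, edgeR FDR 0.422), and POG and RES differed directly (−0.78, edgeR FDR 3.00e-140). IL18 rose from 1.26 ± 0.150 to 2.43 ± 0.514 CPM with RES (SD, n = 2 and 3; log2 fold change 0.94, SE 0.220, edgeR FDR 5.30e-04), a call lost without negative control replicate 2 (0.0656). HIF1A fell by 0.18 with POG (edgeR FDR 1.49e-06), was not called with RES (edgeR FDR 0.618) and rose by 0.68 with serum (edgeR FDR 1.05e-81). POG and RES differed directly in HIF1A (−0.15, edgeR FDR 6.65e-06), which overlaps other genes on both strands. HIF1AN and HIF3A were not called with RES, POG or DEG. NOTCH1 fell by 0.12 with RES (edgeR FDR 0.0187) and was not called with POG (edgeR FDR 0.953). Its RES call was lost without negative control replicate 1 (0.209) or 2 (0.117), without RES replicate 1 (0.0989) or 2 (0.0979), and with no filter (0.0623).

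**Figure D4:**
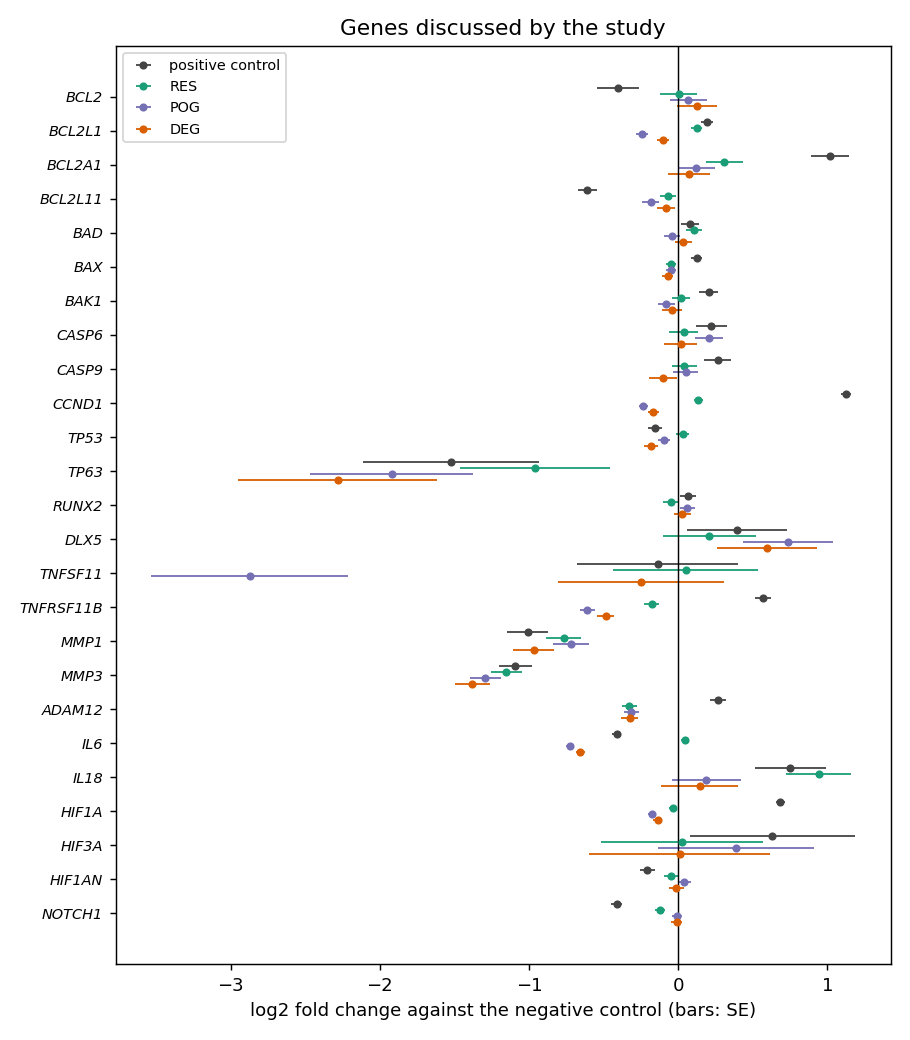
Log2 fold change against the negative control of 25 tested genes the study discusses, with standard errors from edgeR's quasi-likelihood fit, for serum, RES, POG and DEG. TNFSF11 in POG lies furthest left, at −2.87, and the widest bars belong to genes with few reads such as TP63 and HIF3A.

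The study also ranked its top 10 genes in each direction for POG and RES. Of these 40 entries, 17 passed the filter on low counts, and the 17 were called in the study's direction. With no filter 27 were called, and with DESeq2 1, settings chosen after seeing the data. Genes to which DESeq2 gave no adjusted p counted as not called, so its count does not tell untested entries from rejected ones. The median level of the 40 entries was 0.114 CPM, 39 were under 1 CPM, and 1 (A4GNT, named after its values were seen) had no reads in any library. SLCO4C1, ESPNL and KIAA1755 were the most abundant called entries among the RES rises, with KIAA1755 at 0.608 CPM. C2CD4A, AC064850.4 and C2CD4B were the most abundant among the RES falls, at 0.514, 0.269 and 0.262 CPM. For POG they were RP11-111J6.2, GALNT18 and WTH3DI among the rises, at 0.188, 0.173 and 0.173 CPM. LINC01483 was the 1 called fall, with 0 reads in the POG libraries against 6 and 3 in the negative controls.

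The comparisons between compounds asked whether they moved the same genes. POG and RES differed in 4763 genes, 2348 higher and 2415 lower in POG, of which 214 passed a limit of 1. DEG and RES differed in 3616 genes, 1764 higher and 1852 lower in DEG. That count was 2092 without DEG replicate 1 and 2232 without replicate 2. DEG and POG differed in 179 genes, 94 higher and 85 lower in DEG. The last count fell to 30 without DEG replicate 1 and to 35 without replicate 2, and was 829 with dispersions from those groups alone. Between POG and RES, NAALADL1 and ALMS1-IT1 were the largest rises (1.21 and 1.18) and CMKLR2 and SP140 the largest falls (−1.80 and −1.66). Between DEG and RES they were NMRAL2P and ENSG00000271755 (1.19 and 1.07), and ESPNL and DOCK2 (−1.48 and −1.48). Without DEG replicate 2 the calls of ENSG00000271755 (0.173) and ESPNL (0.136) were lost. Between DEG and POG they were PRR22 and CA9 (1.12 and 0.71), and HOXC-AS2 and CSRNP3 (−0.96 and −0.82). Without DEG replicate 1 these 4 calls were lost, with FDRs of 0.26, 0.297, 0.432 and 0.599, and the quasi-likelihood test did not call PRR22 (0.108), HOXC-AS2 (0.0757) or CSRNP3 (0.114). ALMS1-IT1 lies within ALMS1, NMRAL2P is a pseudogene, and HOXC-AS2 overlaps HOXC6 and HOXC9.

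RES and POG were both called, against the negative control, in 631 genes, of which 433 moved in the same direction and 198 in opposite directions. In the 30 simulated data sets in which no group differed, 0 genes were called in both. How many genes the shared controls add to the overlap where groups do differ was not tested. With the limit of 1 on the absolute log2 fold change 12 genes were shared, all 12 in the same direction, while 60 passed for RES only and 113 for POG only. The shared count was 1 with DESeq2, 4 with the quasi-likelihood test, 3 without negative control replicate 1 and 6 without POG replicate 3. MMP3 averaged 6.41 CPM over the libraries and the others were under 1 CPM. In the DESeq2 count, genes without an adjusted p were taken as not shared. POG and DEG were both called in 1206 genes, all 1206 in the same direction, against at most 1 gene in the simulated data sets.

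Fold changes against the negative control correlated across genes. In 5 of the 6 pairs of effects the correlation was below the mean of simulations in which no group differed. Those simulations hold noise only, and real changes add variance of their own, so a lower value does not tell whether effects were shared. The Pearson correlation of RES with serum was 0.42, against a mean of 0.57 in the simulations without any effect. POG with serum gave 0.29 against 0.57, DEG with serum 0.30 against 0.51, and RES with POG 0.45 against 0.62. With a different negative control library for each effect, which removes the shared control, these 4 correlations were 0.11, 0.019, 0.042 and 0.0094. Over the 9912 genes with a mean of at least 10 CPM, a setting chosen after seeing the data, they were 0.18, 0.036, 0.093 and 0.082. RES with DEG gave 0.42 against 0.55. POG with DEG gave 0.65, above the simulated mean of 0.55 and maximum of 0.57.

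Of the 44 tests of 11 gene sets in 4 comparisons, limma camera called 23 at FDR under 0.05. All 23 were called by fry as well, in both orders of the groups, and 10 were called with an estimated inter-gene correlation. In the 23 called tests the median, the mean and the test had the same sign, and in 7 of the other 21 they differed. Sterol synthesis genes fell with serum in 21 of 21 members (median log2 fold change −1.34, camera FDR 1.69e-26) and rose with POG (median 0.18, 15 called, camera FDR 4.76e-12) and DEG (median 0.19, 14 called, camera FDR 1.47e-11). NRF2 targets were lower with RES (median −0.35, 13 of 17 called, camera FDR 7.75e-13) and with serum (median −0.38, 11 called, camera FDR 8.19e-05). These calls held under an estimated correlation, as did p53 targets lower with serum (median −0.25, camera FDR 9.66e-05).

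Other camera calls did not hold under an estimated correlation. They were NF-kB inflammation genes, lower with POG (median −0.26, camera FDR 9.88e-09), DEG (median −0.27, camera FDR 6.98e-11) and RES (−0.06, 0.0307) and higher with serum (0.26, 0.00842), and proliferation genes, higher with serum (median 0.07), POG (0.06) and DEG (0.04). They also were p53 targets, higher with POG (0.07) and DEG (0.04), hypoxia genes, higher with serum (0.17) and lower with RES (−0.09), sterol genes, higher with RES (0.06), and aryl hydrocarbon receptor targets, lower with RES (−0.06). Scaling by library totals moved the median of all genes to −0.05 for serum, 0.03 for RES, 0.03 for POG and 0.02 for DEG. The immediate early and ATF4 stress sets were not called by camera in any comparison. The osteoblast set, of which 11 of 17 genes were tested, was not called by camera in any of the 4 comparisons and was called by fry in all 4. The smallest unadjusted camera p of the osteoblast set was 0.328.

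Interferon-response genes rose with RES in 17 of 17 members (median 0.26, 15 called, camera FDR 6.54e-17). They were lower in 17 of 17 with POG (median −0.16, 13 called, camera FDR 1.17e-13), in 17 of 17 with DEG (median −0.33, 15 called, camera FDR 2.87e-20), and in 13 of 17 with serum (median −0.27, 12 called, camera FDR 1.74e-05). These calls held under an estimated correlation. RSAD2, chosen after its values were seen, stood at 42.1, 42.0 and 41.3 CPM in the RES libraries, 32.5 and 33.3 CPM in the negative controls and 16.8, 16.7 and 16.8 CPM in POG.

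**Figure D5:**
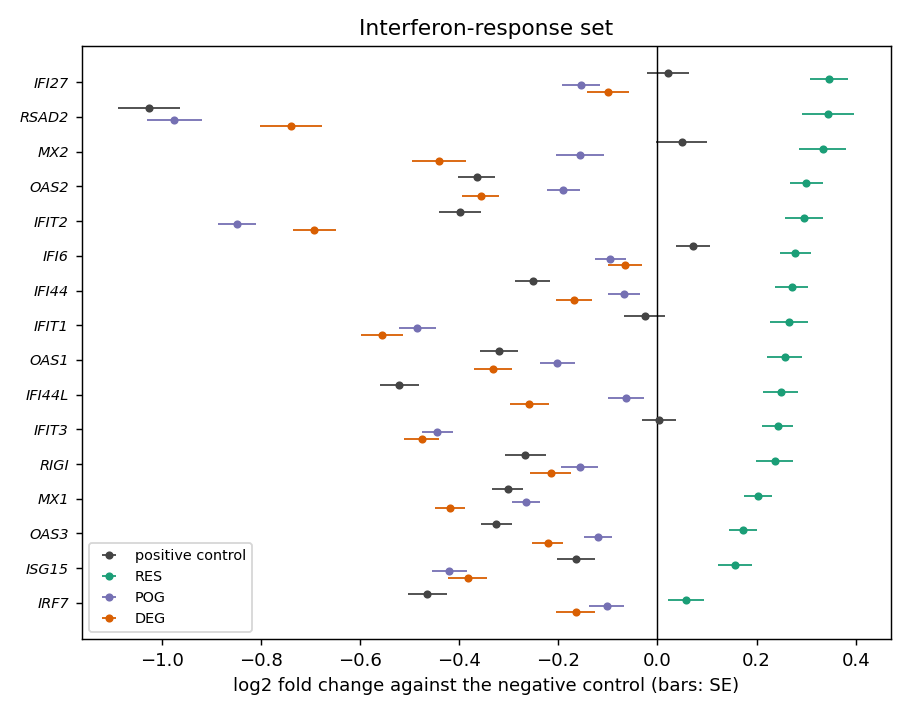
Log2 fold change against the negative control of 16 tested interferon-response genes, with standard errors from edgeR's quasi-likelihood fit. All RES points lie to the right of 0 and all POG and DEG points to the left, with IRF7 the closest to 0 of those drawn in RES.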

Values the study reported

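The study investigated 29,762 genes. Against the negative controls it reported 5285 changed genes in the positive controls, of which 2861 were higher and 2424 lower. It reported 3177 changed genes with POG (1481 higher, 1696 lower) and 2288 with RES (1068 higher, 1220 lower). With a limit on the fold change, 18 genes were shared by POG and RES. The study gave a 5-fold rise of DLX5 with POG and a 3-fold rise of IL18 with RES. It gave a fall of RANKL (TNFSF11) of about 6 fold with RES and with POG. By qPCR it also reported lower RANKL with both compounds, and higher DLX5, SP7 and RUNX2 with POG. For POG it also gave a fall of about 1.5-fold for HIF1A, a change of −4 fold for p63 (TP63) and of −3-fold for IL6.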

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

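The splits of the libraries, and the tests of scaling, of library size and of the direct difference between POG and RES in the interferon set, were chosen only after the result was seen; the test of GC content with gene length was not.

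RES and POG, each against the negative control, were both called with opposite signs in 198 genes. All 198 also differed directly between POG and RES, which opposite calls make nearly certain and which is not separate support. What drew attention was this difference between groups under the same contrast. Of the 198 genes, 131 rose with RES and fell with POG, and 67 the reverse. PTGES, named after its values were seen, differed most (log2 fold change 0.81 with RES, −0.69 with POG, −1.50 for POG against RES). Of the 10 splits of the 6 POG and RES libraries into 3 and 3, 1 gave as many called genes as the real one, the real one itself. The other splits gave at most 2 genes by the edgeR exact test. With 10 splits the share is never under 0.1, so chance cannot be excluded this way. The labels give no culture plate, date or batch, and each compound was 1 group, so handling of a group and its compound cannot be told apart by any split.

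The interferon-response set differed between POG and RES (camera p 1.78e-21, FDR 1.95e-20, median log2 fold change −0.47). All 17 members were called lower in POG than in RES by the edgeR exact test. The tables argue against several technical sources. A scaling factor moves all genes of a library alike, but the median of the set lay at −0.467 relative to the median of all tested genes, which argues against normalization. After a trend with GC content and gene length was removed, the median was −0.43. The totals of the RES libraries lay within the range of the POG libraries, and the mean total of POG was 1.02 times that of RES, which argues against a difference in library size. Chance values of the negative control libraries would leave POG and RES alike, but 17 members were called lower in POG directly. The difference may be a response to the compounds, raised by resveratrol and lowered by the anthocyanin. That stays a hypothesis, since it was found and tested on the same libraries, and cell density, plate or handling per group stays open and was not tested.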

How the results depend on the processing

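For the study's top lists, the tests with DESeq2, with quasi-likelihood and with no filter were chosen after seeing the data, as was the limit of 10 CPM for correlations; all other alternatives were fixed before the data were examined. No paired analysis was possible because the labels pair no libraries. Where 1 library of a pair was left out, the lone library was assumed to vary like the other groups.

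Of the counts, correlations and shares, 151 values under an alternative stayed within 1.5 times the count or within the spread, and 72 moved. Of the values of single genes, 1134 kept direction and side of the threshold, 95 lost the call, 4 gained it and 34 changed sign. Of 134 gene results, 81 were called; 37 of these lost the call under at least 1 alternative, 36 of them without 1 library and 11 under another setting. No call changed sign. DESeq2 gave no adjusted p for 16 values of called single genes, which were left out. In counts of genes, a missing adjusted p was taken as not called. Except where stated, the cause was not tested.

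A limit of 1 on the absolute log2 fold change left 686 called genes for serum, 72 for RES, 125 for POG, 72 for DEG, 214 for POG against RES, 176 for DEG against RES and 7 for DEG against POG. An FDR under 0.01 left 1124 for RES, 1532 for POG, 975 for DEG, 2404 for DEG against RES and 78 for DEG against POG. Both are stricter by construction. With dispersions from the groups compared alone, serum gave 5914 genes, RES 2712, POG 3614 and DEG 2566. Between compounds, POG against RES gave 5853, DEG against RES 4548 and DEG against POG 829. DEG against POG gave 103 with the quasi-likelihood test and 116 with no filter. Without 1 library the counts ran from 905 to 1462 for RES, 1365 to 1937 for POG, 867 to 936 for DEG, 2092 to 3063 for DEG against RES and 30 to 98 for DEG against POG, on fewer libraries.

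The 12 genes past the limit in both RES and POG became 4 with the quasi-likelihood test, 1 with DESeq2, 4 with no filter, 1 with a mean of at least 1 CPM, 2 at an FDR under 0.01, 631 with no limit on the fold change, and 3 to 11 without 1 library. Among the study's genes, RES gave 4 to 7 calls and DEG 5 to 8 without 1 library. Of the study's top lists, DESeq2 called 1 gene, with a missing adjusted p taken as not called, and the test with no filter 27. With an estimated inter-gene correlation camera called 10 of the 44 set tests. The first principal component held 33.4% with the 500 most variable genes and 17.0% with no filter.

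With a different negative control library for each effect the correlations were 0.11 for RES with serum, 0.019 for POG with serum, 0.042 for DEG with serum and 0.0094 for RES with POG, since the shared control was removed. With that and a mean of at least 10 CPM they were 0.18, 0.036, 0.093 and 0.082. With a mean of at least 1 CPM they were 0.30, 0.11, 0.18 and 0.27. Spearman's coefficient was 0.33 for RES with serum and 0.31 for RES with POG. With no filter POG with serum gave 0.42, DEG with serum 0.40 and RES with POG 0.55. Without 1 library the ranges were 0.39 to 0.55, 0.26 to 0.45, 0.26 to 0.46 and 0.42 to 0.64.

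Genes that changed sign were uncalled by the edgeR exact test, and did so only without 1 library. Their log2 fold changes for RES ran from −0.00483 to 0.0444 (BAK1), −0.0751 to 0.0472 (BCL2), −0.13 to 0.00658 (BCL2L11), −0.0178 to 0.12 (CASP6), −0.00844 to 0.0962 (CASP9), −0.0408 to 0.47 (DLX5), −0.0930 to 0.00262 (HIF1AN), −0.51 to 0.92 (HIF3A), −0.12 to 0.0275 (RUNX2) and −0.59 to 1.21 (TNFSF11). For POG they ran from −0.0885 to 0.0138 (BAD), −0.0268 to 0.12 (BCL2), −2.49e-04 to 0.11 (CASP9), −0.00318 to 0.0914 (HIF1AN), −0.15 to 1.28 (HIF3A), −0.0205 to 0.00590 (NOTCH1) and −0.00763 to 0.14 (RUNX2). For DEG they ran from −0.0252 to 0.0935 (BAD), −0.0891 to 0.00931 (BAK1), −0.0449 to 0.18 (BCL2A1), −0.0114 to 0.0433 (CASP6), −0.0583 to 0.0377 (HIF1AN), −0.53 to 0.90 (HIF3A), −0.0359 to 0.0184 (NOTCH1), −0.0410 to 0.10 (RUNX2) and −0.89 to 0.91 (TNFSF11). With serum the range was −0.77 to 1.02 (TNFSF11). With few reads, as for TNFSF11 and HIF3A, depth limits what can be said.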

Other observations

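The tests of mates, of amplified copies, of variation between cultures and of a shared RNA pool, and the comparison with other pairs used for GC content and gene length in the positive controls, were chosen only after the result was seen.

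Reads of POG libraries spread about 2 times the Poisson value from 10 to 3000 reads, with an index of 2.05 at 10 to 30 reads and 2.12 at 1000 to 3000. If both mates of a pair had been counted, even counts would outnumber odd ones, but over all libraries their ratio was 0.987 ± 0.0263 (SD, n = 12 libraries), which argues against it. Variation between cultures would raise the spread index of POG by 110 from genes with 10 to 30 reads to genes with 1000 to 3000 reads, but it rose by 0.0657 (SE 0.0570). Copies of amplified molecules being counted would give a flat spread, but the ratio of the index at the 2 levels, 1.03, is the pattern itself and does not test them, so they stay open. The other groups began at a similar index, from 1.91 to 2.02. From there it rose by 0.0864 (SE 0.0738) in DEG, 0.302 (SE 0.0787) in the negative controls, 0.463 (SE 0.0566) in RES and 4.66 (SE 0.193) in the positive controls. Above 10000 reads it was 3.34 in POG, 3.37 in DEG, 6.73 in RES, 8.77 in the negative controls and 76.3 in the positive controls, so the spread was not flat at every level or in every group.

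The libraries of a compound were close beyond counting noise. The residual coefficient of variation at 1000 to 3000 reads was 0.596% in POG, 0.688% in DEG, 1.58% in RES, 1.29% in the negative controls and 5.02% in the positive controls. Libraries drawn from one culture or RNA pool and closely matched cultures cannot be told apart, because the labels give no source per library. If they shared a source, the calls could reflect differences between single cultures.

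The positive controls spread more than the other groups. A trend with GC content and gene length explained 40.6% of the variance of the log2 ratio of the 2 libraries, while the prediction for it as the cause was most of the variance. The SD of the ratio was 0.132 before and 0.101 after the trend was removed, against at most 0.0806 in the 8 other pairs before removal, so the trend may be part but not the whole of the cause. Unequal strength of the serum response stays open: the log2 ratio correlated with the serum effect across genes at r = 0.265 (rho 0.333), and genes are not independent replicates.

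NRF2 targets were lower in RES, with a median log2 fold change of −0.35. After a trend with GC content and gene length was removed it was −0.34, which argues against that bias. A response to resveratrol may explain it, as a hypothesis, while handling per group was not tested.

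All 3 compounds moved 291 genes in the same direction, 61 up and 230 down, of 401 called in all 3. If the negative control libraries deviated, serum would move nearly all 291 the same way. It did so for 72.5%, with 168 called the same way, 58 called the opposite way and 65 not called. As serum and the compounds could also share effects, a deviation of the negative controls and a common response cannot be told apart from these libraries.

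The genes with the largest fold changes in the study's top lists had few reads. When called genes without a filter were ranked by fold change for POG, the top 20 had a median of 0.132 CPM, against 43.6 CPM for all called genes. For RES it was 0.137 against 44.3 CPM. This is consistent with a ranking by fold change picking genes with few reads.

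The tests covered 17092 genes after the filter on low counts, of 29555 with at least 1 read. The number tested is lower than the one quoted from the study. DLX5 was 1.66-fold higher with POG and was not called (edgeR FDR 0.0787, and 0.0234 to 0.505 over the alternatives). This is a smaller rise than the one quoted. IL18 rose 1.92-fold with RES. This is a smaller rise than the one quoted. TNFSF11 with RES was at 1.04 times the negative control and was not called, with log2 fold changes from −0.59 to 1.21 without 1 library. With all libraries the quoted fall was not seen in these reads, and the direction depended on single libraries. The study also reported this fall, and the rise of DLX5 with POG, by qPCR, which these reads do not test. IL6 with POG was lower by a factor of 1.65. This is a smaller fall than the one quoted. HIF1A with POG was lower by a factor of 1.13, also a smaller fall. TP63 with POG was lower by a factor of 3.79, close to the quoted change. TNFSF11 with POG was lower by a factor of 7.32, a somewhat larger fall than the one quoted. TP63 and TNFSF11 had few reads. Without negative control replicate 1 their log2 fold changes with POG were −1.28 and −1.72.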
